A study of Homo sapiens with 128 samples.

How the data were processed

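RNA was measured in xenograft tumours, 1 library each. Per the labels' protocols, tumour fragments of 5 LuCaP lines were grafted under the skin of immunodeficient male mice, and hosts were treated daily for 5 days with 1 of 13 perturbagens or with the saline vehicle. Per the labels' protocols, castrated hosts were treated from 3 days after castration, messenger RNA was enriched by its poly-A tail, and libraries were made with the Illumina TruSeq kit. The authors deposited gene counts: whole numbers with 1 value per gene and library, whose totals differ between libraries. The aligner, the counting program, the genome build, the annotation, the use of strand and any removal of reads from the mouse host are not stated in the labels or file headers. No genome build is named, so no coordinates are given, and genes carry the symbols used in the files. Genes that overlap another gene, or lie antisense to one, are uncertain for the same reason, as are near-identical copies.

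The line, host and treatment of each library were taken from its labels. The labels name no sequencing batch or date, so no comparison was made within batches. The files held 25559 gene symbols, of which 23547 had at least 1 count. Genes were kept by edgeR's filterByExpr, which left 17536, and libraries were scaled by TMM. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures used matplotlib 3.10.9. Log2 CPM values came from edgeR's cpm function with a prior count of 2. Totals ranged from 509486 to 20966856 counts, and the floor of each library was taken as 3 counts. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

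Gene tests used edgeR's quasi-likelihood test (estimateDisp, glmQLFit, glmQLFTest) on the counts as deposited, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The model had 10 line-by-host cells and 14 treatments as additive terms, fitted to all libraries so that every comparison shared 1 estimate of the spread. The castration effect was the mean over 5 lines of the castrated minus intact difference, and its variation between lines was an F test on 4 contrasts. Each perturbagen was compared with vehicle in the same model. The testosterone-by-host comparison used a second model with treatment-by-host terms. Standard errors were taken from the fold change and the test's F value.

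Gene lists were written before the counts were seen. They held 62 genes, all found in the files, 3 of them under an older symbol, and all passed the filter. Older symbols were matched with a RefSeq gene table of assembly GRCh38.p14, used only for names. A score was the mean log2 CPM of a list. The androgen score was compared between hosts by permuting host labels within lines with 100000 resamples, without adjustment for treatment. Scores matched to compounds were compared by exact sign-flip permutation of the paired differences between libraries of the same line and host. Shares of variance were sequential sums of squares for line, host within line and treatment, with 100000 resamples. The tests of host differences and of paired differences were two-sided. Those of shares of variance and of the difference between lines were upper-tail, counting resamples at least as large as the observed value.

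The genes named in the text were chosen by a rule fixed beforehand. For castration, they were the 5 higher and 5 lower genes with the lowest p among those with an adjusted p under 0.05, an absolute log2 change of at least 1 and the same sign in at least 4 of 5 lines. For each perturbagen, they were the higher and the lower gene with the lowest p among those past the threshold with the same sign in at least 75% of the pairs. For the line-by-host and testosterone-by-host tests, they were the 2 genes with the lowest p. Genes of the lists may be named too. Genes outside this rule are said to have been chosen after their values were seen.

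The scripts were tested on simulated counts for 6000 genes drawn from the real means and library sizes. Of 200 genes changed by 1 log2 unit between hosts, 96.5% were called, and 5.85% of the calls were unchanged genes. Of 200 genes changed by 1.5 log2 units with docetaxel, 86.0% were called, and 2.82% of the calls were unchanged genes. A contrast with no simulated change gave 0 calls among 6000 genes. Apart from these changes, each simulated gene had 1 mean for all lines, and the same spread was used throughout. These rates therefore do not cover lines or libraries that vary more than others. With real counts, shuffled treatments gave up to 658 of 4000 genes for dasatinib, with a median of 0.

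Alternatives to the choices above were DESeq2's size factors within edgeR, DESeq2 with its own size factors, and all genes with at least 1 count in place of the filter. Others left out the 17 libraries with totals under 0.5 times the median of their line, left out each line in turn, or fitted line and host as additive terms. Perturbagens were also compared with the mean of the 13 other treatments, and in fits to the treated and vehicle libraries of shared cells alone. Scores were recomputed with a prior count of 0.5, with DESeq2 size factors and with the median over the listed genes, and these alternatives used 10000 resamples in permutation tests. Other groupings were drawn by shuffling host labels within lines, or treatments within line and host, in 40 splits of 4000 genes, the real one included. For tests of depth, counts were thinned binomially. No library was left out of the comparisons reported.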

Results

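Gene-level read counts were measured by RNA-seq in libraries from human prostate cancer xenografts of the LuCaP series, in which tumour tissue from patients is kept by passage in mice. The libraries covered 5 xenograft lines, LuCaP 73, LuCaP 77, LuCaP 78, LuCaP 81 and LuCaP 147. There were 67 libraries from intact hosts and 61 from castrated hosts, in which the main source of testosterone is removed. Each tumour received 1 of 13 perturbagens or phosphate-buffered saline, the vehicle, which had 9 libraries. The perturbagens were the hormone testosterone, the androgen receptor antagonist enzalutamide, the vitamin D receptor ligand calcitriol and the microtubule drug docetaxel. The others were the mTOR inhibitor rapamycin, the AKT inhibitor MK2206, the PI3K inhibitor LY294002, the MEK inhibitor PD325901, the kinase inhibitors dasatinib, imatinib and sorafenib, the STAT3 pathway inhibitor WP1066 and the NF-kB pathway inhibitor BAY-11-7082. Each combination of line, host and treatment had at most 1 library. Of the 140 combinations of a full layout, 12 had no library here, all of them in LuCaP 77 and including its intact vehicle. The combinations were therefore not replicated, and libraries of the same line and host with different treatments served as each other's replicates.

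The total count per library ranged from 509486 to 20966856, with a median of 8502564. Castrated hosts gave shallower libraries than intact hosts in every line. The median totals in castrated and intact hosts were 11316144 and 11510723 in LuCaP 73, 1290100 and 3915343 in LuCaP 77, and 2181133 and 5886574 in LuCaP 78. They were 4880601 and 10135013 in LuCaP 81, and 9050367 and 10713873 in LuCaP 147. A total under 0.5 times the median of the line was seen in 17 libraries, 15 of them from castrated hosts and 2 of them vehicle libraries. The smallest share of a library that 3 counts can show ranged from 0.143 to 5.89 ppm. No library gave more than 2.27% of its counts to a single gene. No pair of libraries had identical counts, and the highest correlation between libraries was 0.994.

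The first comparison asked how much of the expression variance followed line, host and treatment. The line explained 71.4% of the variance of log2 CPM (counts scaled to library size) over 17536 genes (upper-tail permutation test with 100000 resamples, p = 1e-05, the smallest they can give). Host within line explained 4.93% (permutation p = 2e-05). Treatment explained 3.22%, against a median of 2.58% with treatments shuffled within line and host (permutation p = 0.00015). The remaining 20.4% was residual. The alternative that moved the share of the line most was the removal of the 17 shallow libraries, which gave 79.4%. All libraries correlated best with the other libraries of their own line. The median correlation of a library with the rest of its line was 0.884 in LuCaP 77, and between 0.963 and 0.985 in the other lines.

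**Figure D1:**
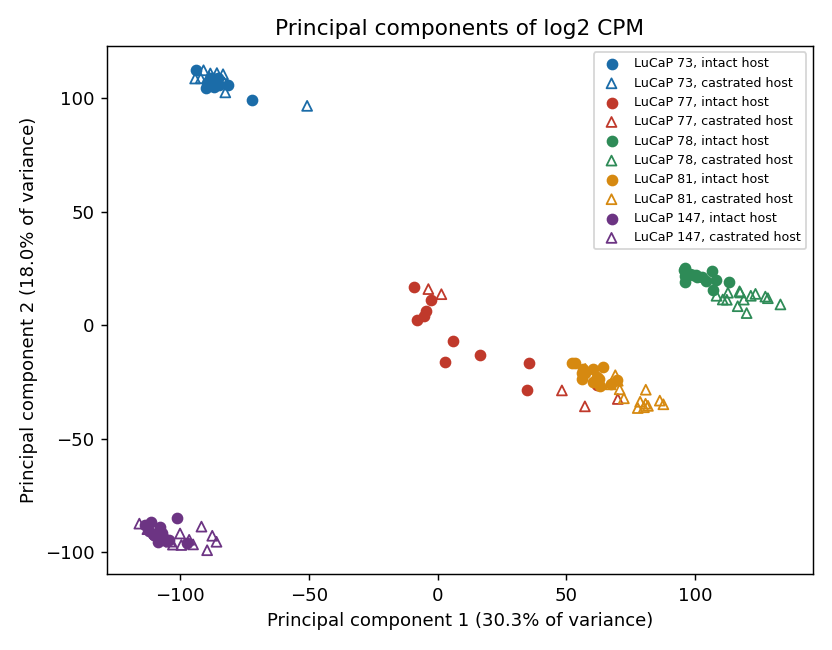
Each point is 1 library, placed by its scores on the first principal components of log2 CPM, which hold 30.3% (x axis) and 18% (y axis) of the variance; colours mark lines, filled circles intact hosts and open triangles castrated hosts. Libraries group by line, and those of LuCaP 77 spread from -9.10 to 70.1 on the x axis, reaching the area of LuCaP 81.

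The second comparison asked which genes differed between castrated and intact hosts, averaged over the 5 lines with equal weight and with treatment as a covariate. Of 17536 genes tested, 6891 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 3739 were higher and 3152 lower in castrated hosts, or 54.3% higher. A change of at least 1 on the log2 scale was seen in 508 of the higher and 213 of the lower genes. Leaving out LuCaP 78 moved the count most, to 4998. After the deeper host of each line was thinned to the median depth of the shallower one, 91.3% of the genes were called again in the same direction.

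Among the genes higher in castrated hosts, 5 were selected by a rule set beforehand. SYTL2 rose by 1.44 on the log2 scale (SE 0.10, adjusted p = 1.87e-24 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 5.49 ± 1.48 log2 CPM (SD, n = 67) in intact to 6.82 ± 2.22 (SD, n = 61) in castrated hosts. It rose in 4 of 5 lines, and its change in LuCaP 147 was -0.04. MATN2 rose by 2.07 (SE 0.15, adjusted p = 5.30e-22), AMOT by 1.31 (SE 0.09, adjusted p = 3.52e-22), BNIPL by 1.51 (SE 0.13, adjusted p = 6.00e-19) and SRCIN1 by 1.27 (SE 0.10, adjusted p = 1.18e-20), each in 5 of 5 lines. Among the lower genes, ENDOD1 fell by 1.46 (SE 0.09, adjusted p = 1.01e-26), from 7.58 ± 1.16 (SD, n = 67) to 6.19 ± 1.38 log2 CPM (SD, n = 61). ARHGEF26 fell by 1.36 (SE 0.11, adjusted p = 3.00e-20), DBI fell by 1.18 (SE 0.09, adjusted p = 4.28e-22) and MAOA fell by 1.16 (SE 0.09, adjusted p = 1.70e-21). These 4 lower genes fell in 5 of 5 lines. The SDs are wide because they include the differences between lines, which the model removes.

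The response to castration differed between lines. An F test of the line-by-host terms called 8864 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes called within a line numbered 1651 in LuCaP 73, 3583 in LuCaP 77, 5716 in LuCaP 78, 5253 in LuCaP 81 and 4790 in LuCaP 147. Shuffled host labels gave as many genes as in LuCaP 77 in 3 of 40 splits, so its count did not stand apart from other groupings of its 16 libraries. Among the genes with a difference between lines, CRISPLD2 had an adjusted p of 5.67e-20. It fell by 2.93 (SE 0.19) in castrated LuCaP 81, from 6.34 ± 0.67 to 3.36 ± 0.62 log2 CPM (SD, n = 14 each). Its change was -0.01 (SE 0.17) in LuCaP 147, and without LuCaP 81 its adjusted p was 0.0718.

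An androgen response score, the mean log2 CPM of 10 genes listed beforehand as induced by the androgen receptor, asked how far castration lowered the receptor's output in each line. Averaged over the lines, the score was -0.68 in castrated relative to intact hosts (two-sided permutation test within lines, 100000 resamples, p = 1e-05, the smallest they can give). The alternative that moved it most was leaving out LuCaP 147, which gave -0.85. The score fell by 1.10 in LuCaP 81, from 8.11 ± 0.48 (SD, n = 14) to 7.00 ± 0.31 (SD, n = 14; permutation p = 3e-05). In LuCaP 77 it fell by 1.05, from 8.78 ± 0.30 (SD, n = 11) to 7.73 ± 0.38 (SD, n = 5; permutation p = 0.00032). This test did not adjust for treatment, and the hosts of LuCaP 77 shared few treatments. Its testosterone library was intact and its vehicle library, at 7.07, castrated. In shared treatments, castrated and intact scores were 7.93 and 9.05 (MK2206), 8.05 and 8.06 (enzalutamide), and 7.75 and 8.63 (LY294002). The fall of 1.05 thus includes differences between treatments. In LuCaP 78 the score fell by 0.81 and in LuCaP 73 by 0.42 (permutation p = 1e-05 for each, the smallest possible). In LuCaP 147 the change was -0.01, from 7.62 ± 0.23 to 7.60 ± 0.46 (SD, n = 14 each; permutation p = 0.941). There 8 of the 10 genes were lower in castrated hosts, 4 of them past the threshold, and the other 2, KLK3 and KLK2, were higher and offset them in the mean. These 5 p-values gave 2.5e-05, 2.5e-05, 5e-05, 0.0004 and 0.941 after Benjamini-Hochberg adjustment (permutation tests). The difference between the lines was itself past the threshold (permutation p = 1e-05, the smallest possible).

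**Figure D2:**
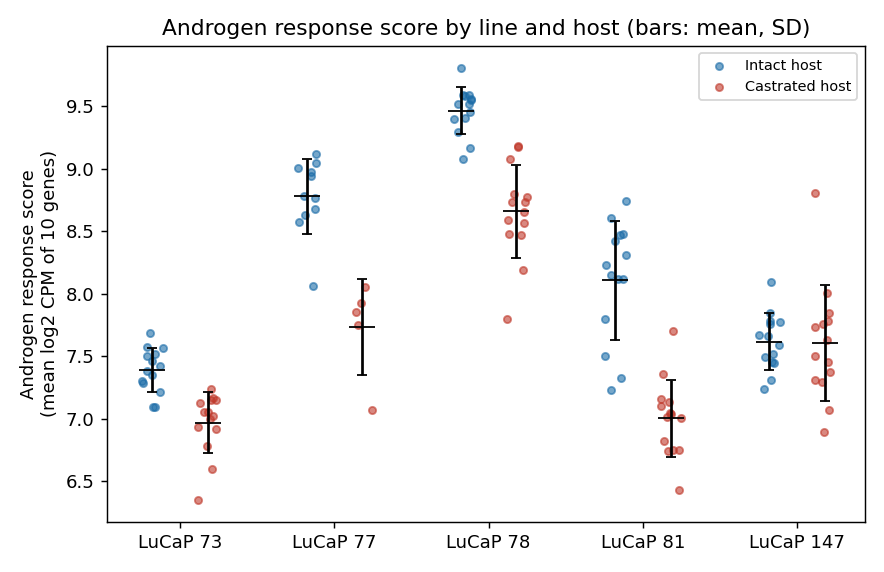
Androgen response score (mean log2 CPM of 10 genes, y axis) of each library by line, with intact hosts in blue and castrated hosts in red; bars are the mean and SD. The castrated mean was lower by 0.42 to 1.10 in 4 lines, while the means in LuCaP 147 were 7.62 and 7.60.

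All 10 listed androgen genes had a negative average change in castrated hosts. Of these, 9 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes and over the list alone. FKBP5 fell most, by 1.40 (SE 0.13, adjusted p = 3.59e-17), and KLK3 was the gene not called, at -0.18 (SE 0.12, adjusted p = 0.227). In LuCaP 147, KLK3 rose by 1.87 (adjusted p = 2.52e-09) and KLK2 by 1.93 (adjusted p = 2.39e-08), while FKBP5 fell by 0.88 (adjusted p = 0.00292). In LuCaP 81, KLK3 fell by 1.78 and KLK2 fell by 2.22. The difference between lines had an adjusted p of 4.64e-14 for KLK3 and 4.45e-14 for KLK2. These are closely related paralogs, and how the counting split reads between them was not stated, so their separate values are uncertain.

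The next comparisons asked which genes each perturbagen changed against vehicle in the same line and host. Docetaxel changed 642 genes at an adjusted p under 0.05 (327 higher, 315 lower) and enzalutamide 1060 (712 higher, 348 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LY294002 changed 9 genes, all lower. BAY-11-7082, imatinib and rapamycin changed 1 gene each. Calcitriol, dasatinib, MK2206, PD325901, sorafenib, testosterone and WP1066 changed 0 genes, with 410, 1765, 2033, 1020, 1160, 1489 and 441 genes at an unadjusted p under 0.05, out of 17536. Each perturbagen had 8 to 10 libraries, 1 per combination. The counts of 0 also depended on the reference and the model: against the mean of the 13 other treatments testosterone gave 1308 genes, and in a fit to only the treated and vehicle libraries MK2206 gave 853.

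**Figure D3:**
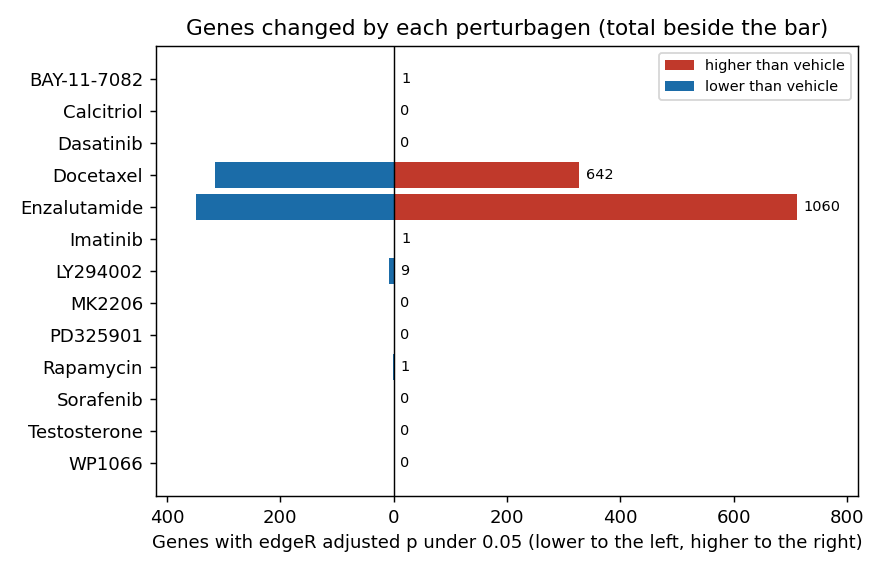
Number of genes with an adjusted p under 0.05 against vehicle for each of the 13 perturbagens (edgeR's quasi-likelihood test), with higher genes to the right and lower genes to the left of 0. Enzalutamide (1060) and docetaxel (642) stand apart from the others, none of which exceeds 9.

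The enzalutamide count depended on which libraries were used. The count fell furthest in a fit to only the treated and vehicle libraries, which called 0 genes. Without the 17 shallow libraries, 1 gene was called, and without LuCaP 77 altogether 3414. In a subset of 4000 genes, 247 were called with all libraries and 1 without the 2 shallow vehicle libraries, both from castrated hosts. Docetaxel gave from 1 gene without LuCaP 73 to 1743 without LuCaP 77, and 2692 with only the treated and vehicle libraries.

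The gene named for docetaxel among the higher ones was TUBB2C, a beta-tubulin gene, which rose by 1.06 (SE 0.14, adjusted p = 1.34e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 9.93 ± 0.34 log2 CPM (SD, n = 9) with docetaxel and 8.88 ± 0.54 (SD, n = 9) with vehicle, and rose in 9 of 9 pairs of the same line and host. Tubulin genes are near-identical in sequence, so the assignment of reads to this one is uncertain. BRWD3 fell by 1.22 with docetaxel (SE 0.25, adjusted p = 0.00595, 8 of 9 pairs). With enzalutamide, GOLT1A rose by 1.07 (SE 0.20, adjusted p = 0.00395, 9 of 9 pairs) and SETD3 fell by 0.35 (SE 0.08, adjusted p = 0.0159, 8 of 9 pairs). Both enzalutamide genes passed the threshold in 8 of 12 alternatives, BRWD3 in 9 of 12 and TUBB2C in 12 of 12.

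Imatinib raised CYP1A1 by 3.83 (SE 0.61, adjusted p = 0.000135 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 of 8 pairs). CYP1A1 was 1.60 ± 3.04 log2 CPM (SD, n = 9) with imatinib and -0.68 ± 1.59 (SD, n = 9) with vehicle, and 53 libraries reached 3 counts. Without LuCaP 78 its adjusted p was 0.798, the highest of its 12 alternatives, of which 10 passed the threshold. Rapamycin lowered P2RX7 (log2 change -2.0, SE 0.41, adjusted p = 0.0498, 8 of 8 pairs), and 4 of its 12 alternatives passed. LY294002 lowered OAS2 (log2 change -3.07, SE 0.68, adjusted p = 0.0357, 7 of 9 pairs), and 4 of its 12 alternatives passed. Of the CPM of OAS2 summed over all libraries, 98.5% came from LuCaP 77. The gene called for BAY-11-7082 was ITM2A (log2 change 3.68, SE 0.68, adjusted p = 0.00603), which was named after its values were seen and had 98.5% of its summed CPM in LuCaP 77. LuCaP 77 had no BAY-11-7082 library, so no treated library came from the line that held most of the summed CPM of ITM2A. With LuCaP 77, LuCaP 73 or LuCaP 147 left out, 0 genes were called for BAY-11-7082.

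Testosterone was also compared between castrated and intact hosts. RBM46 was the 1 gene past the threshold (adjusted p = 0.00209, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 744 genes had an unadjusted p under 0.05. SSX2B came next (adjusted p = 0.133) and has near-identical copies. In LuCaP 147 with testosterone, RBM46 had 237 counts in the castrated and 1 count in the intact host, and without LuCaP 147 its sign reversed (-0.23, adjusted p = 1).

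Scores of gene lists matched to compounds beforehand asked whether each compound moved the output of its target. Differences were taken between treated and vehicle libraries of the same line and host and tested by exact two-sided sign-flip permutation. None of the 10 comparisons had an adjusted p under 0.05 (Benjamini-Hochberg over 10). The score of proliferation genes was higher with docetaxel by 0.63 ± 0.46 (SD, n = 9, 8 of 9 pairs; exact p = 0.00781, adjusted 0.0781). The androgen response score was higher with testosterone by 0.27 ± 0.33 (SD, n = 8, 7 of 8 pairs; exact p = 0.0234, adjusted 0.104). Its mean change was 0.72 in LuCaP 81, 0.15 in LuCaP 78, 0.11 in LuCaP 147 and 0.08 in LuCaP 73 (n = 2 each). By host, it was 0.36 ± 0.41 in castrated (n = 4, higher in 4) and 0.17 ± 0.24 in intact hosts (n = 4, higher in 3). With enzalutamide the androgen response score fell by 0.36 ± 0.56 (SD, n = 9, lower in 8 of 9 pairs; exact p = 0.0898, adjusted 0.15). The MAPK output score fell by 0.46 ± 0.64 with PD325901 (SD, n = 8, lower in 6 of 8 pairs; exact p = 0.0313, adjusted 0.104). The sterol synthesis score fell by 0.31 ± 0.38 with rapamycin (n = 8, lower in 6; exact p = 0.0703, adjusted 0.15) and fell by 0.33 ± 0.49 with MK2206 (n = 9, lower in 7; exact p = 0.0781, adjusted 0.15). It was 0.16 ± 0.55 higher with LY294002 (n = 9, higher in 5; exact p = 0.496, adjusted 0.594). By host, this change was 0.39 ± 0.67 in castrated (n = 5, higher in 4) and -0.12 ± 0.14 in intact hosts (n = 4, lower in 3). The vitamin D response score changed by -0.23 ± 0.67 with calcitriol (n = 8, lower in 5; exact p = 0.422, adjusted 0.594). The score changed by -0.68 ± 0.59 in castrated hosts (n = 4, lower in 4) and by 0.22 ± 0.42 in intact hosts (n = 4, higher in 3). With 4 pairs the exact p cannot be under 0.125. Its list has 3 genes, of which CYP24A1 had 0 to 5 counts in each line other than LuCaP 81, over all libraries of the line, and IGFBP3 had 1 count in LuCaP 73 and 0 in LuCaP 147. TRPV6, the third gene, had 287 counts in LuCaP 147 and 7155 to 105950 in each of the other lines. The STAT3 output score changed by 0.09 ± 0.39 with WP1066 (n = 8, higher in 5; exact p = 0.563, adjusted 0.594) and the NF-kB output score by -0.06 ± 0.28 with BAY-11-7082 (n = 8, lower in 4; exact p = 0.594, adjusted 0.594). The smallest exact p was 0.00781 with 8 pairs, too high for a single score to pass after adjustment over 10, and 0.00391 with 9. Using the median over the listed genes turned the vitamin D difference to 0.06.

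**Figure D4:**
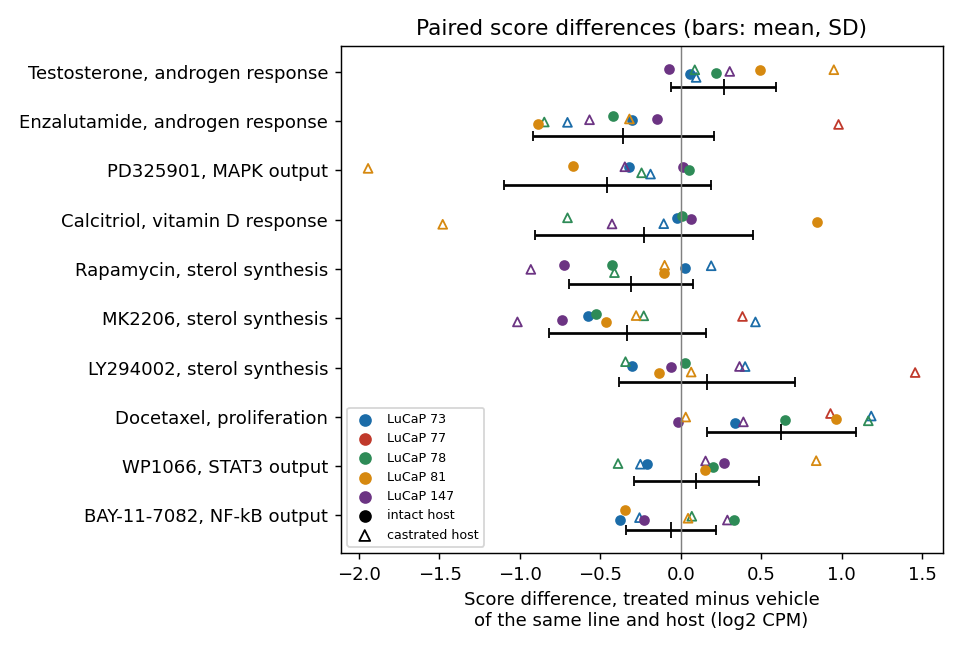
Difference of each matched score between treated and vehicle libraries of the same line and host (x axis, log2 CPM), 1 row of points per compound; colours mark lines, filled circles intact hosts, open triangles castrated hosts, and bars the mean and SD over 8 or 9 pairs. Docetaxel lies above 0 in 8 of 9 pairs and enzalutamide below 0 in 8 of 9, with the castrated LuCaP 77 pair at 0.98.

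Of the 10 proliferation genes, 5 were called higher with docetaxel over all genes and over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCNB1 rose by 1.05 (SE 0.22, adjusted p = 0.00626, 9 of 9 pairs), and AURKA by 1.0 (SE 0.25, adjusted p = 0.0214, 9 of 9 pairs). TOP2A was the 1 listed gene with a negative change, at -0.28 (adjusted p = 0.590). FKBP5 fell by 1.02 with enzalutamide (SE 0.29, adjusted p = 0.0299), in 8 of 9 pairs, and was the 1 androgen gene called. With testosterone it rose by 0.91 (SE 0.29, adjusted p = 0.393) in 8 of 8 pairs. No listed gene was called for the other compounds over all genes tested. Over the list alone, 1 gene each was called for testosterone (FKBP5, higher), PD325901 (DUSP6, lower) and calcitriol (CYP24A1, log2 change -3.55), and CYP24A1 had 0 counts in every calcitriol library.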

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

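Of the tests in this part, the shuffled labels, the outlying samples with every pair set against the other perturbagens, the ratio of KLK2 to KLK3 counts and the look at RBM46 in other treatments were chosen only after the result was seen. The comparisons, gene lists, naming rule and alternatives were chosen before the data were examined.

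In 5 of the 40 groups of pairs or lines tested, 1 sample lay farther from the others than the 95% value of Dixon's test allows, where chance gives about 1 in 20. The androgen response score with enzalutamide was 0.98 above vehicle in castrated LuCaP 77, while the 8 other pairs ranged from -0.89 to -0.15. The sterol synthesis score with LY294002 was 1.46 above vehicle in castrated LuCaP 77, against -0.34 to 0.40 in the 8 other pairs. OAS2 with LY294002 was -3.16 in castrated LuCaP 77, against -1.55 to 0 in the others. Its vehicle level was 8.14 log2 CPM there and -2.02 to 0.79 in the others, too near the floor to fall as far. The MAPK output score with PD325901 was -1.94 in castrated LuCaP 81, against -0.67 to 0.05 in the 7 other pairs. P2RX7 with rapamycin was -0.0155 in castrated LuCaP 81, against -2.54 to -1.41 in the others.

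An unusual vehicle library was tested as the source by measuring each of the 5 samples against the mean of the other perturbagen libraries of its line and host. The differences became 0.21 for the androgen score, 0.77 for the sterol score, -2.35 for OAS2, -1.59 for the MAPK score and 0.013 for P2RX7, and all 5 stayed outside the range of the other pairs. With the other pairs measured the same way, these ranged from -0.95 to -0.18 for the androgen score, -0.13 to 0.37 for the sterol score, -0.69 to 0.03 for OAS2, -0.80 to 0.19 for the MAPK score and -2.09 to -0.12 for P2RX7, so all 5 were still outside. For OAS2 this follows from the levels near the floor in the other lines, so it is no test of the vehicle library. For the scores and P2RX7, an unusual vehicle library is therefore not the whole source. It is still part of it for the androgen and sterol scores. The vehicle library of castrated LuCaP 77 held 520349 counts and scored 7.07 and 5.10, below the 7.75 to 8.05 and the 5.48 to 6.55 of its perturbagen libraries. LuCaP 77 had 3 other perturbagen libraries from castrated hosts for this comparison. Each combination has 1 library, so these differences cannot be told apart from the variation of single tumours, and no biological explanation was tested.

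The response to castration differed between lines in 8864 genes by the F test of the line-by-host terms (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Host labels shuffled within lines gave as many genes in 1 of 40 splits, the real one. The same held for the average over lines and for LuCaP 73, LuCaP 78, LuCaP 81 and LuCaP 147, each with 1 of 40 splits. For LuCaP 77, 3 of 40 splits gave as many genes, with up to 1249 of 4000 genes in a shuffled split against 836 in the real one. The lower depth of castrated libraries was tested by thinning the deeper host of each line to the median of the shallower. At equal median depth, 91.5% of the genes with a line difference were called again, and in the same direction 84.3% of the LuCaP 78 genes and 92.1% of the LuCaP 81 genes. Counting error from unequal depth is thus not the main source of these counts. Thinning left the shallow castrated libraries as they were, so it did not test other faults that go with a low total. Leaving out the shallow libraries, reported below, lost more of the average castration genes than thinning did, but it also leaves fewer libraries. A true difference between lines remains as a hypothesis, beside explanations for which the labels give no information, such as library batches and reads of the mouse host.

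The castrated minus intact difference of the androgen response score ranged over 1.09 between lines, from -1.10 in LuCaP 81 to -0.01 in LuCaP 147 (permutation p for the line difference 1e-05, the smallest possible). In LuCaP 147 KLK3 was higher in castrated hosts by 1.87 and KLK2 by 1.93, while both had negative changes in the other 4 lines. Reads shared between KLK2 and KLK3 were tested through the ratio of their counts. If reads were split by similarity alone, the ratio would be alike in all lines, but it differed 5.73-fold, from 0.073 in LuCaP 73 to 0.417 in LuCaP 78. It was 0.405 in LuCaP 147, near those of LuCaP 77, LuCaP 78 and LuCaP 81, so some sharing within that line is not ruled out. A few libraries were tested as the source: KLK3 was higher in the castrated host in 12 of 14 treatments, the lowest number that had been set to count against this explanation. Thinning to equal median depth left KLK3 at 1.87 with an adjusted p of 2.50e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 2.52e-09 before. The hosts of LuCaP 147 were already near in depth, so this corrected almost nothing and is no test of depth. Scaling is not the source, since the TMM factors of LuCaP 147 ranged only from 1.07 to 1.19. FKBP5, another gene of the list, was lower in the castrated host in all but 3 of 14 treatments of LuCaP 147, so the labels of its hosts are not simply exchanged. The cause of the rise of KLK3 and KLK2 in castrated LuCaP 147 stays open, and the labels name no batches.

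The response to testosterone differed between hosts in 1 gene, RBM46, with 744 at an unadjusted p under 0.05. Treatments shuffled within line and host gave as many genes in 40 of 40 splits, because none of the 4000 genes drawn, which leave out RBM46, was called with the real labels; this test therefore carries no information on RBM46. An on and off level between LuCaP 147 libraries whatever the treatment was tested by looking for treatments with at most 3 counts in 1 host and at least 30 in the other. This was seen in 3 of the 13 other treatments. The difference is consistent with variation of this gene between LuCaP 147 tumours, and no effect of testosterone on it can be claimed.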

How the results depend on the processing

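The removal of the 2 shallow vehicle libraries was chosen only after the result was seen, and the alternatives were chosen before the data were examined. Gene counts had 224 alternative values, of which 67 moved beyond 1.5 times the reported count. The 14 scores and shares of variance had 9 alternatives each, of which 5 values reversed and the others kept their direction and their side of the threshold. For the 10 scores matched to compounds that side says little, since with 8 pairs or fewer a single score cannot pass after adjustment. The genes selected by the rule had 220, of which 186 kept both, 32 kept the direction but lost the threshold, 1 gained it and 1 reversed. The cause was not tested for the changes below unless a value is given for it. Leaving out a line gives no value for the result of that line itself.

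The average castration effect stayed within 1.5 times of its 6891 genes in all 10 alternatives, from 4998 to 8037 genes. Of the reported genes, 66.4% were called again without the shallow libraries and 93.4% with DESeq2. Without the shallow libraries, 25.9% of the 3583 genes of LuCaP 77 were called again, among 2422. The share of higher genes was 54.3% as reported and 64.8% with DESeq2. For docetaxel it was 50.9%, against 37.9% with DESeq2's size factors and 39.3% with DESeq2. No scaling moved the median change of all genes by more than 0.1. The castration genes selected by the rule kept direction and threshold in 100 of 100 alternative values. The androgen response score between hosts ranged from -0.85 to -0.59 over its 9 alternatives (permutation p = 0.0001 in each, the smallest 10000 resamples can give), and the 3 shares of variance kept their side of the threshold in all.

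Leaving out each line in turn gave 4997 to 9347 genes for the difference in castration response between lines, and 1456 to 2581 for LuCaP 73. It gave 1 to 1743 genes for docetaxel, 3 to 3414 for enzalutamide, 0 to 1 for BAY-11-7082, imatinib and rapamycin, 0 to 12 for LY294002, 0 to 4 for MK2206, 0 to 2 for testosterone and 0 to 23 for the difference in testosterone response between hosts. The counts at an unadjusted p under 0.05 with all libraries are 383, 1183, 1269, 1824, 2033, 1489 and 744 for those with a 0. Of the reported docetaxel genes, 93% were called again without LuCaP 77 and 0.156% without LuCaP 73; of the enzalutamide genes, 93.1% and 0.283%.

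With DESeq2, docetaxel gave 1745 genes, enzalutamide 2349, MK2206 5, rapamycin 2, WP1066 1, and BAY-11-7082, LY294002 and the testosterone-by-host test 0. With all genes that had at least 1 count, docetaxel gave 321 and rapamycin 0. Without the 17 shallow libraries, enzalutamide gave 1, none of them among the 1060 reported, MK2206 and rapamycin 2 each, the testosterone-by-host test 3, and BAY-11-7082 and LY294002 0. Without the 2 shallow vehicle libraries alone, 1 of 4000 genes was called for enzalutamide. No 2 other vehicle libraries were left out, so their shallowness cannot be told apart from having fewer vehicle libraries. Leaving out LuCaP 73, which holds neither of them, gave 3 genes, but this removes treated libraries too.

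Against the mean of the 13 other treatments, testosterone gave 1308 genes, enzalutamide 1983, WP1066 301, rapamycin 89, LY294002 23, imatinib 20, MK2206 19, calcitriol 18, dasatinib 4, BAY-11-7082 2 and PD325901 1. With only the treated and vehicle libraries of shared cells, docetaxel gave 2692, MK2206 853, WP1066 4, and enzalutamide, imatinib, LY294002, BAY-11-7082 and rapamycin 0. With line and host as additive terms, enzalutamide gave 444, docetaxel 80, LY294002 23, sorafenib 1 and rapamycin 0. The few calls of the weaker perturbagens thus depend on the reference and the model, and the numbers for docetaxel and enzalutamide are not stable.

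The vitamin D score with calcitriol, -0.23 as reported, reversed to 0.056 without the shallow libraries and to 0.058 with the median over the list. The sterol synthesis score with LY294002 reversed from 0.16 to -0.0046 without the shallow libraries. Leaving out each line in turn, the STAT3 score with WP1066 ranged from -0.027 to 0.21 and the NF-kB score with BAY-11-7082 from -0.15 to 0.027, each with a reversed sign at 1 end. None of these passed a threshold in any alternative. The log2 change of RBM46 ranged from -0.23 to 8.97 when each line was left out, and in the fit without LuCaP 147, which gave -0.23, its adjusted p was 1 (edgeR's quasi-likelihood test, from 0.000166 to 1 over its 9 alternatives). Among the perturbagen genes selected by the rule, 29 of 84 alternative values lost the threshold and none changed direction.

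Of the 17 shallow libraries, 15 came from castrated hosts. With every library thinned to at most 2000000 counts, docetaxel gave 407 genes and enzalutamide 1092, and 53.1% and 70.7% of the reported genes were called again. Lower depth thus changed which genes were called but did not always lower their number.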

Other observations

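Of the tests in this part, the shuffled treatment labels, the removal of the shallow vehicle libraries and of LuCaP 77 for enzalutamide, the markers of other lines, the stromal genes and the list of genes behind the docetaxel hypothesis were chosen only after the result was seen, and the lists of stromal, G2/M and S phase genes were written after the data had been looked at.

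Treatments shuffled within line and host, in 40 splits of 4000 genes, gave as many genes as docetaxel in 1 split and as enzalutamide in 1 split, the real one in each case. The highest count of a shuffled split was 8 for docetaxel and 15 for enzalutamide, against 247 with the real labels of enzalutamide. In other comparisons shuffled treatments gave up to 658 genes (dasatinib) and 343 (PD325901), more than docetaxel or enzalutamide with real labels, so groupings of this size can give as many calls. For LY294002, 7 of 40 splits gave as many genes, and for rapamycin 18 of 40. For BAY-11-7082, calcitriol, dasatinib, imatinib, MK2206, PD325901, sorafenib, testosterone and WP1066, 40 of 40 splits did, since the real labels called 0 of the 4000 genes. The genes called for BAY-11-7082 and imatinib were not among the 4000. The calls for LY294002 and rapamycin cannot be told apart from chance.

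The enzalutamide count fell to 1 gene when the shallow libraries were left out, and 3 explanations were looked at. The first was the 2 shallow vehicle libraries, both from castrated hosts: without them alone, 1 gene of 4000 was called, against 247 with all libraries. Without the vehicle library of castrated LuCaP 77 alone, 26 genes were called, and without that of castrated LuCaP 81 alone, 140. No deeper vehicle libraries were left out for comparison, so a loss from having fewer vehicle libraries is not ruled out. The second was fewer treated libraries. Leaving out the 3 shallow treated libraries alone left 294 genes, more than with all libraries, so their removal does not account for the loss. Removal of 3 treated libraries left no more than that in 25 of 40 sets, with 0 to 1259 genes and a median of 111 in the other sets, which says nothing on the loss since 294 lies above the full count. The third was the lower depth of those libraries. With every library thinned to at most 2000000 counts, 70.7% of the enzalutamide genes were called again, and 53.1% of the docetaxel genes. This thins the deep libraries and leaves the 520349 counts of the castrated LuCaP 77 vehicle as they were, so it does not test whether low depth created the calls, and that stays open. Leaving out all of LuCaP 77 gave 742 of 4000 genes, so the count does not need the vehicle library of that line when its treated libraries are left out too. With the mean of the 13 other treatments as the reference, 1983 genes were called, among them 75.3% of the 1060. The choice of vehicle libraries thus changes the enzalutamide count, but those 2 libraries alone do not account for its genes. No biological explanation was tested for the loss.

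The castration genes were used to ask whether testosterone and enzalutamide move them in opposite ways. For each perturbagen, its change in a line and host was correlated across genes with the castration effect of that line. The genes were chosen with limma, and the castration effect measured, without the libraries of that perturbagen and of vehicle. This gave 254 to 415 genes, which are not independent replicates, for 13 perturbagens in 4 lines and both hosts. LuCaP 77, which has no intact vehicle, was left out. The hypothesis that testosterone moves castration genes the other way was met by rank 1 of 13 from the most negative in castrated hosts, with a mean correlation of -0.728 and a negative sign in 4 of 4 lines (exact p = 0.125, the smallest that 4 lines allow). The hypothesis that enzalutamide moves castration genes the same way as castration was met by rank 1 of 13 from the most positive in intact hosts, with a mean of 0.621 and a positive sign in 4 of 4 lines (exact p = 0.125). In castrated hosts 12 of the 13 perturbagens had a negative mean and share the same vehicle library in each line, so part of these values may come from that library. The same holds in intact hosts, where 11 of the 13 means were positive, with calcitriol at 0.513 and MK2206 at 0.404. Calcitriol ranked 2 in both hosts. With the same vehicle libraries, enzalutamide had the only positive mean in castrated hosts (0.214), and testosterone the most negative in intact hosts (-0.045). The ranks are consistent with opposite effects of the 2 compounds, as a hypothesis.

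The proliferation score was higher with docetaxel, and arrest in mitosis was tested as a hypothesis with separate lists of 10 G2/M and 10 S phase genes. The G2/M minus S phase score was higher with docetaxel by 0.74 ± 0.27 (SD, n = 9, 9 of 9 pairs; exact p = 0.00391, the smallest possible, 0.0508 after Benjamini-Hochberg adjustment over 13 perturbagens). Docetaxel ranked 1 of 13, and the S phase score alone changed by 0.15 ± 0.49 (exact p = 0.371). A single result of 9 pairs cannot pass after this adjustment, so not passing says nothing against it. Several of the G2/M genes had been seen under docetaxel before, so it is not independent of the proliferation score. The values are consistent with more cells in mitosis.

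EEF1A1 and TPT1 were seen near the top of the genes higher with rapamycin, and a higher level of ribosomal protein mRNAs with rapamycin was tested as a hypothesis on 75 ribosomal protein genes. Their score was higher by 0.30 ± 0.24 (SD, n = 8, 7 of 8 pairs; exact p = 0.0156, adjusted 0.0406 over 13 perturbagens). Rapamycin ranked 4 of 13, and the score was also higher with enzalutamide (0.53), MK2206 (0.38) and docetaxel (0.30), with testosterone lowest (0.01). All share the same vehicle libraries, so the difference is not specific to rapamycin and cannot be told apart from an effect of those libraries. Ribosomal protein genes have many near-identical pseudogenes, so their counts are uncertain. In all, 4 measures were computed for 13 perturbagens.

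LuCaP 77 libraries were less alike than those of the other lines, with a median correlation of 0.884 with the rest of their line. Low depth was tested by thinning the other lines to the totals of LuCaP 77, after which their medians were still 0.954 or more, so low depth alone is not the source. Material of another line was tested with 50 marker genes for each of the other 4 lines. In a LuCaP 77 library their median level reached at most 10.2% of that in their own line (markers of LuCaP 73), and at most 5.77% to 7.19% for the other lines. In the other 4 lines the same measure, with markers chosen without the line they were read in, reached at most 5.42% (markers of LuCaP 81 in LuCaP 78). The values are consistent with some material of other lines in LuCaP 77, but do not separate it from expression of these genes that varies between its tumours. RNA of stromal cells was tested with 12 stromal genes. Their median score was 4.28 in LuCaP 77 (3.19 to 6.89), 3.69 in LuCaP 78 (2.32 to 5.20) and 1.31 to 2.67 in the other lines. LuCaP 78 came near LuCaP 77 in this score, yet its median correlation was 0.963, so the score alone does not separate these lines. Across the 16 LuCaP 77 libraries, the score and the correlation with the line had Spearman's rho of -0.715 (permutation p = 0.00253, adjusted 0.00506). Pearson's r was -0.575 (permutation p = 0.0204, adjusted 0.0273), and -0.673 without the 2 libraries farthest from the median score. In the 11 libraries from intact hosts, rho was -0.609 (permutation p = 0.0501) and r was -0.555 (permutation p = 0.0796), and r was -0.068 without the 2 farthest, so the relation there rests on those libraries. The 5 castrated libraries were too few to test. The log2 total count had r of 0.897 over all 16 libraries (permutation p = 1e-05, the smallest possible) and rho of 0.803 (permutation p = 0.00031). In intact hosts r was 0.862 (permutation p = 0.00074) and rho was 0.718 (permutation p = 0.0159), with r of 0.557 without the 2 farthest. Of these 4 relations, stroma and depth cannot be told apart. No biological explanation was tested, and heterogeneous tumours of this line are not ruled out.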
